A study of Mus musculus with 12 samples. Its data were reported in "A microRNA signature that correlates with cognition and is a target against cognitive decline" (2021).

How the data were processed

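RNA was sequenced from 12 cultures of mouse primary hippocampal neurons, prepared from embryonic day 17 CD1 embryos. Lipid nanoparticles carried either a miR-148a-3p mimic, a synthetic double-stranded RNA that raises the level of this microRNA, or a negative control oligonucleotide. Cultures were treated at day 10 in vitro and harvested at day 12, after 48 h. Groups and replicate numbers were taken from the sample labels, 6 control and 6 mimic samples. Neither the labels nor the study state whether the samples of a group came from the same culture preparation or from different ones. If they shared a preparation, the SDs and p-values below measure the spread between cultures, not between preparations or animals. Per the labels, libraries were made with a poly(A)-selecting TruSeq kit and sequenced as 50 bp single-end reads.

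The authors aligned the reads to the mouse genome build mm10 with STAR and counted reads per gene with featureCounts; the deposited values used here are these raw counts, whole numbers for 48709 Ensembl genes in each of the 12 samples. Whether the counting used the strand of the reads is not stated, so a gene that overlaps another on either strand can carry reads of its neighbour, and reads that match several members of a gene family can be lost or split. The series table that the authors deposited holds a normalized signal per gene, namely these counts divided by 1 factor per sample. A comparison with the counts showed that it holds the 18289 genes with more than 5 counts in at least 6 samples and that its factors, from 0.673 to 1.26, equal the median-ratio size factors of DESeq2 on those genes. This table was used for 1 alternative only.

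Gene symbols, coordinates and 3 prime untranslated regions (UTRs) came from GENCODE M21 on GRCm38, which is the same build as mm10; 48349 of the 48709 genes were named. For each gene the longest 3 prime UTR of a protein-coding transcript with an annotated stop codon was searched for seed sites, the short stretches through which a microRNA recognises a transcript. A site was a match to bases 2 to 8 of the oligonucleotide, or to bases 2 to 7 followed by an A; a gene with both in 1 place has an 8-base site. Sequences of the mimic and of the negative control were taken from the reagent list of the study. The series description calls the control a siRNA, so all values for the seed of the negative control assume that the listed sequence is the one given to these 6 control cultures. The list of predicted miR-148a-3p targets was copied from the study as well, and most of the candidate targets are also on it. The seeds of miR-181a-5p and miR-146a-5p, which were not applied to these cultures, served as background.

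Genes with at least 5 counts in at least 50% of the samples (6 of 12) were tested, as in the study. The test was the quasi-likelihood F-test of edgeR 4.0.16 (glmQLFit with robust estimation, R 4.3.3) with TMM normalization, no covariate, and Benjamini-Hochberg adjustment; an adjusted p under 0.05 was called. The study used DESeq2 with the same filter, which was run as an alternative (version 1.42.0). All p-values of single genes given below are edgeR adjusted p-values. The standard error of a log2 fold change was computed as its size divided by the square root of F. Levels are given as CPM, the counts of a gene relative to the TMM-scaled library total, as mean ± SD over the 6 libraries of a group. Sets of genes were compared with all other tested genes by camera (limma 3.58.1) with a preset inter-gene correlation of 0.01, two-sided; the size of a shift is the median log2 fold change of the set minus that of the other genes. Gene lists with at least 10 tested genes were adjusted together, and so were the 8 seed comparisons, within each alternative as well. Genes with and without a seed site were also matched 1 to 1 within 10 by 10 bins of 3 prime UTR length and GC content, and all 7-base words present in at least 50 of the 15082 3 prime UTRs were ranked by their association with log2 fold change in a linear model with UTR length and GC content as covariates. Library measures were compared by exact permutation tests over all 924 relabellings, two-sided, for which 0.00216 is the smallest p.

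Tests, covariates, gene lists and most alternatives were fixed before the data were examined. Named genes followed a rule fixed at the same time: the 5 genes higher and the 5 lower in mimic with the largest log2 fold change among those with an adjusted p under 0.05, a mean of at least 100 counts, a regular symbol and no overlap between the groups in CPM; the tested members of the lists of candidate targets, cytokines and sex-linked genes; and, for each list past the threshold, the 2 members with the largest change in the direction of the list and a mean of at least 100 counts. Of the genes under this rule, 2 are not reported here. Other genes named in the text were chosen after their values were seen. The lists were neuron, interneuron, astrocyte, microglia, oligodendrocyte lineage, multiciliated ependymal cell, endothelial cell, mesenchymal cell and extracellular matrix, cell cycle, synapse, neuronal activity, interferon-stimulated, antigen presentation, endoplasmic reticulum stress, oxidative stress, cholesterol synthesis, candidate target, cytokine and sex. Of these, the lists for cell cycle, extracellular matrix, synapse, multiciliated cell, antigen presentation, endoplasmic reticulum stress and oxidative stress were written because the study named such processes for this experiment, so they are not independent of these samples, and neither are their counts adjusted over the list alone. The synapse list shares 1 gene, the cholesterol synthesis list 1 and the candidate target list 2 with another of these lists. Lists of reactive astrocyte genes and of actin cytoskeleton and serum response genes were added after the results had been seen.

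The methods were tested on simulated counts with the means, dispersions and depths of the real libraries and 200 changed genes: edgeR recovered 97.5% of them among 18632 genes tested, and 5.34% of its calls were false. DESeq2 recovered 98% with 13.3% of its calls false, and limma-voom 97.5% with 6.25% false. The changed genes all had a mean of at least 100 counts. Their changes were all larger on the log2 scale than 0.30, the median of the genes called in the real data. This was a single run with genes simulated independently, so the rates do not describe smaller changes or lower counts. In a simulation over 15082 genes with a shift tied to the seed match of the mimic, the scan over words ranked that match at position 1. The simulated shift was larger than the -0.069 found for this match in the real data, so the simulation does not test shifts of that size. Alternatives were DESeq2, limma-voom, other size factors, no scaling beyond the total count, other filters, a minimum fold change of 1.2, the replicate number as a block, the deposited normalized table, fry and an estimated inter-gene correlation for sets, and leaving out each sample in turn. Offsets for each library's trend on transcript GC content and length, and leaving out both of the shallowest control libraries, were added after the data had been seen, as were thinning of the control libraries to an equal total count and a search of the 3 prime UTRs for the 6-base match to bases 2 to 7 of the mimic. The depth of the libraries lay between 20018234 and 37149112 counts, and the common biological coefficient of variation was 7.01%.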

Results

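Gene expression was measured by RNA sequencing in primary hippocampal cultures of the mouse, which hold neurons and glial cells, after delivery of a miR-148a-3p mimic or a negative control oligonucleotide in lipid nanoparticles. MiR-148a-3p is 1 of the microRNAs of the circulating signature studied, and the comparison asks which transcripts change when its level is raised in neurons. Each group had 6 samples. Library totals ranged from 20018234 to 37149112 counts. They averaged 28957300 ± 6493400 counts in control (SD, n = 6) and 30793200 ± 1906360 in mimic (SD, n = 6), a difference within the spread of the libraries (exact permutation p = 0.515, two-sided). The shallowest libraries were control replicate 1 with 20018234 counts and control replicate 2 with 23097094. Of 7 library measures compared, including the number of detected genes, the mitochondrial share and the Y-linked share of counts, none differed between the groups, with the lowest exact permutation p at 0.0714 and 0.5 after Benjamini-Hochberg adjustment. Pairs of replicates differed by more than sampling noise in both groups. Their chi-square per degree of freedom over 12371 genes lay between 1.78 and 42.7, so no pair of replicates agreed within sampling noise.

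The first principal component of log2 CPM held 26.9% of the variance and separated the 6 mimic from the 6 control libraries (exact permutation p = 0.00216, the smallest these samples can give). The second held 18.9% and set control replicate 1 apart from all other libraries. It did not differ between the groups (exact permutation p = 0.981).

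**Figure D1:**
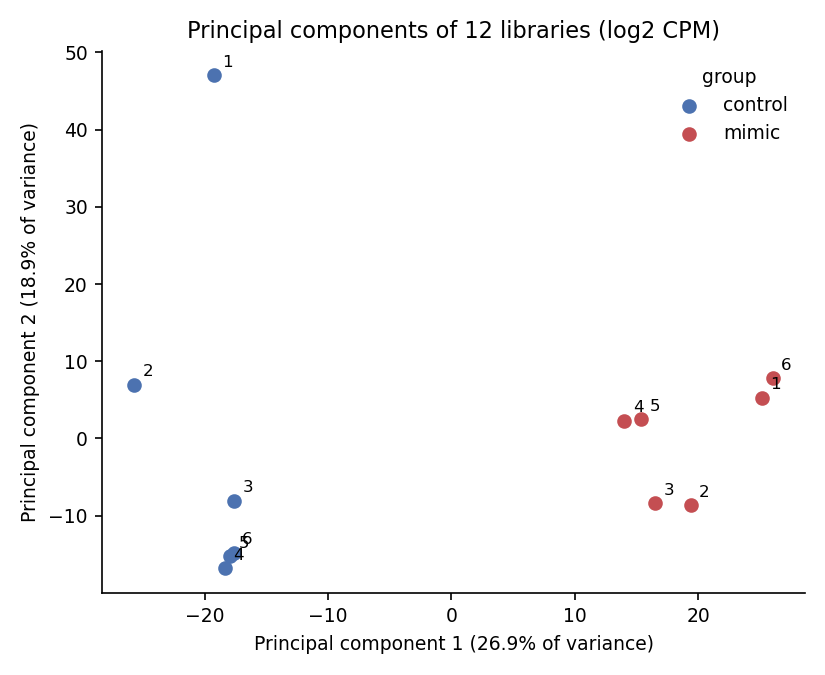
Scores of the 12 libraries on principal components 1 and 2 of log2 CPM over 18847 genes, in arbitrary units; each point is a library, numbered by replicate and coloured by group. All mimic libraries lie to the right of all control libraries on component 1, and control replicate 1 lies at 47.03 on component 2, above every other library.

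Of 18847 genes tested, 4182 differed between mimic and control at an edgeR adjusted p under 0.05, which was 22.2% of the genes. Of these, 2163 were higher and 2019 were lower in mimic. Most changes were small. The median absolute log2 fold change of the called genes was 0.30, and 248 of them changed by at least 1 on the log2 scale, 140 of these higher. Over all tested genes the log2 fold change had a median of -0.012 and ran from -0.47 at the 5th to 0.50 at the 95th percentile. In 13.3% of the tested genes all 6 mimic libraries lay on 1 side of all 6 control libraries, against 0.216% by chance. The alternative that moved the counts most was a test against a minimum fold change of 1.2, which called 683 genes higher and 352 lower.

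Under the rule for named genes, the largest increase was that of Dio2 (ENSMUSG00000007682, mm10 chromosome 12, 90724552 to 90738438), from 60.4 ± 8.51 CPM in control to 215 ± 21.5 CPM in mimic (SD, n = 6 each), a log2 fold change of 1.83 (SE 0.090, edgeR adjusted p = 1.84e-09). Hif3a (ENSMUSG00000004328, chromosome 7, 17031507 to 17062427) rose from 1.67 ± 0.291 to 5.84 ± 0.605 CPM, by 1.80 on the log2 scale (SE 0.11, edgeR adjusted p = 3.20e-09). Cdh20 on chromosome 1 rose by 1.57 (SE 0.12), Itga2 on chromosome 13 by 1.40 (SE 0.11) and Ccnb1, also on chromosome 13, by 1.34 (SE 0.096), with edgeR adjusted p-values of 1.61e-07, 5.24e-08 and 2.22e-08. Genes that decreased under the rule included Ccn5, Steap4, Cnn2 and Tagln. Ccn5 (ENSMUSG00000027656, chromosome 2, 163820861 to 163833146) had a log2 fold change of -2.20 (SE 0.32, edgeR adjusted p = 0.000322). Log2 fold changes were -2.00 for Steap4 (SE 0.29, chromosome 5; 49.4 ± 13.4 CPM in control and 12.3 ± 4.90 CPM in mimic, SD, n = 6 each), -1.96 for Cnn2 (SE 0.13, chromosome 10) and -1.74 for Tagln (SE 0.21, chromosome 9), with edgeR adjusted p-values of 0.000365, 1.04e-08 and 7.72e-05. In these 9 genes the 6 mimic libraries did not overlap the 6 control libraries. Exons of Tagln overlap those of Pcsk7 on the opposite strand, and the counts do not separate them if the strand was not used. The 3 prime UTRs of Cdh20 and Cnn2 hold 1 site each for the seed of the mimic, and those of the other 7 genes hold none.

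**Figure D2:**
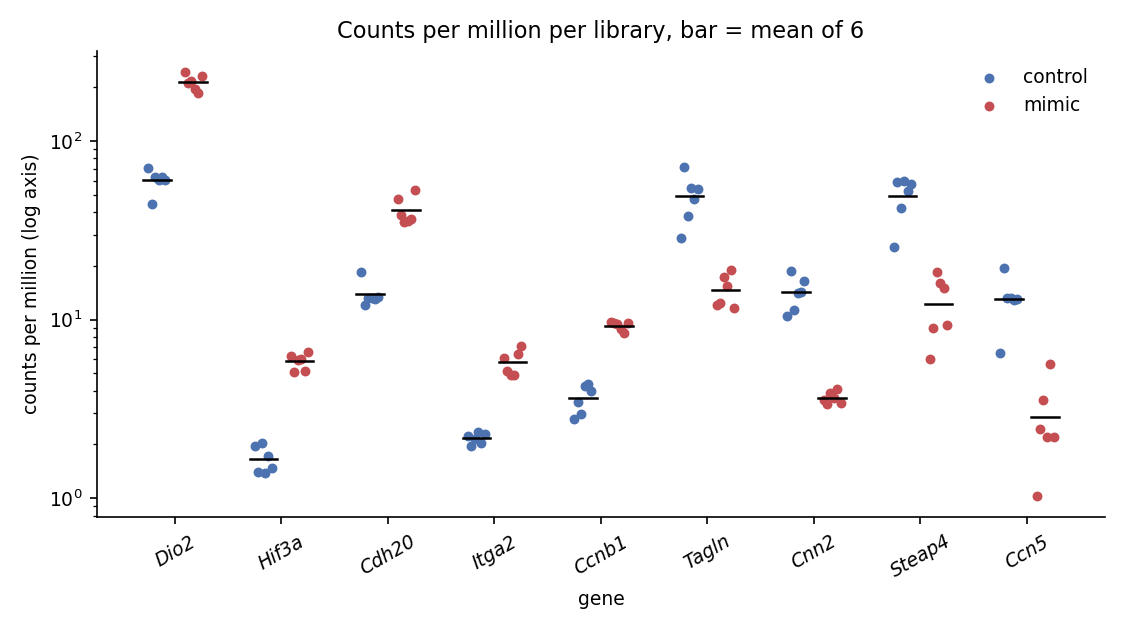
CPM on a log axis in each library for 5 genes that increased and 4 that decreased under the rule for named genes; points are libraries, bars are means of 6, blue is control and red is mimic. Dio2 had means of 60.4 and 215 CPM in control and mimic, and Steap4 had means of 49.4 and 12.3 CPM.

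A mimic acts through its seed, so genes with a site in the 3 prime UTR were compared with genes without. Of 15082 tested genes with a 3 prime UTR, 3308 (21.9%) had a 7- or 8-base miR-148a-3p site. Their median log2 fold change was -0.036, against 0.0013 for genes without a site, a difference of -0.037 (camera adjusted p = 0.0343 over 8 seed comparisons), and their mean level was lower in 6 of 6 mimic libraries than the control mean. Without control replicate 5 the difference was -0.033 and did not pass (adjusted p = 0.0586), and with an estimated inter-gene correlation the adjusted p was 0.0854, while fry gave 0.00215. Of the alternatives, counting 8-base sites alone moved this result most. The 626 genes with such a site differed by -0.064 (adjusted p = 0.000104, and 0.0669 with an estimated correlation), also in 6 of 6 mimic libraries. Matching on UTR length and GC content gave -0.053 in 3151 pairs, as large as in 1 of 100 permutations of the group labels, the real grouping included (camera adjusted p = 0.00515). Median log2 fold changes went from -0.031 with 1 site over -0.053 with 2 sites to -0.056 with 3 or more. Of the genes called lower that had a UTR, 33.4% (636 of 1903) had a site, compared with 18.8% (386 of 2051) of the genes called higher.

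The same statistic was computed for oligonucleotide seeds that serve as background. Genes with a 7- or 8-base site for miR-181a-5p or miR-146a-5p, which were not applied here, differed from genes without by 0.018 and 0.0067, with adjusted p-values of 0.691 and 0.771. The 666 genes with a site for the seed of the negative control, taken to be the sequence on the reagent list, were higher in mimic by 0.046 (camera adjusted p = 0.00650), in 6 of 6 mimic libraries. With matched genes this difference was 0.051, as large as in 1 of 100 permutations of the group labels (camera adjusted p = 0.0179), and without matching its adjusted p was 0.105 with an estimated inter-gene correlation. The 60 genes with an 8-base site for it were higher by 0.061 (camera adjusted p = 0.0343), also in 6 of 6 mimic libraries, with an adjusted p of 0.0669 under an estimated inter-gene correlation.

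**Figure D3:**
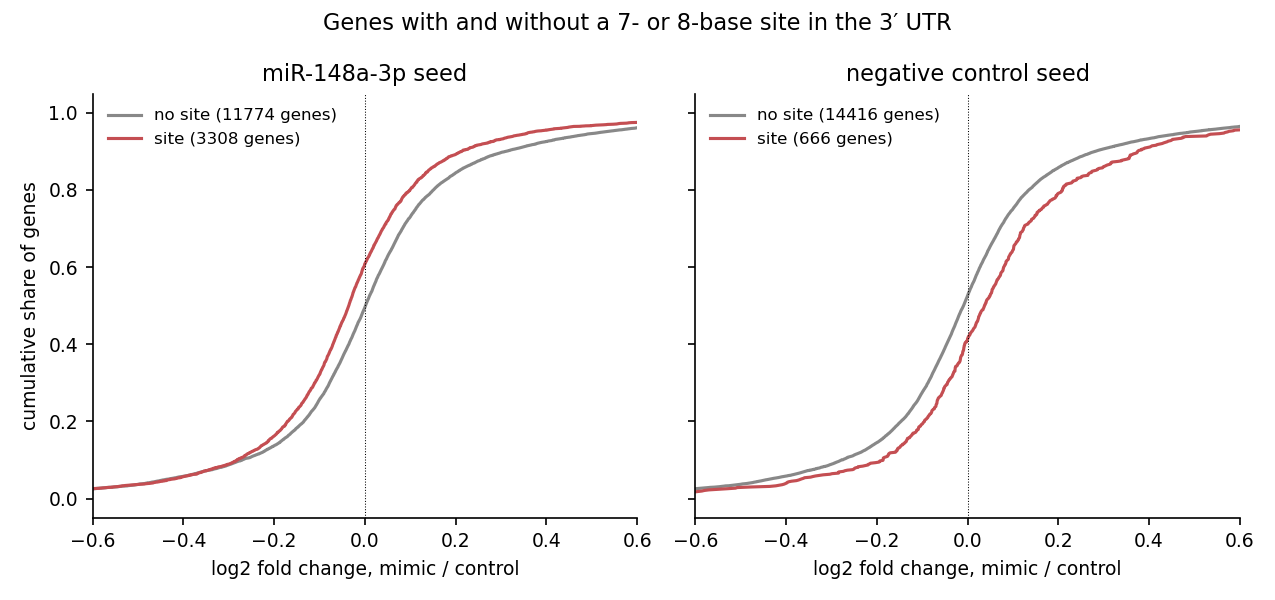
Cumulative share of genes (vertical axis) against log2 fold change of mimic over control (horizontal axis), for genes with a 7- or 8-base site (red) and without (grey), for the seed of the mimic (left) and of the negative control (right). Genes with a miR-148a-3p site lie to the left of the others, with a median of -0.036, and genes with a negative control site lie to the right, with a median of 0.038.

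Among 16236 words of 7 bases, ranked by the t statistic of their association with log2 fold change across 15082 genes, both matches to the mimic came first on the lower side. Genes are not independent replicates, so the ranks describe these libraries and carry no p-value. GCACTGA ranked at position 1 with a log2 difference of -0.075 and TGCACTG at position 2 with -0.069. On the higher side, both matches to the negative control ranked at positions 1 (CCGGTGA, 0.067) and 3 (CCCGGTG, 0.052). The matches to miR-181a-5p and miR-146a-5p lay no closer to either end than position 292.

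**Figure D4:**
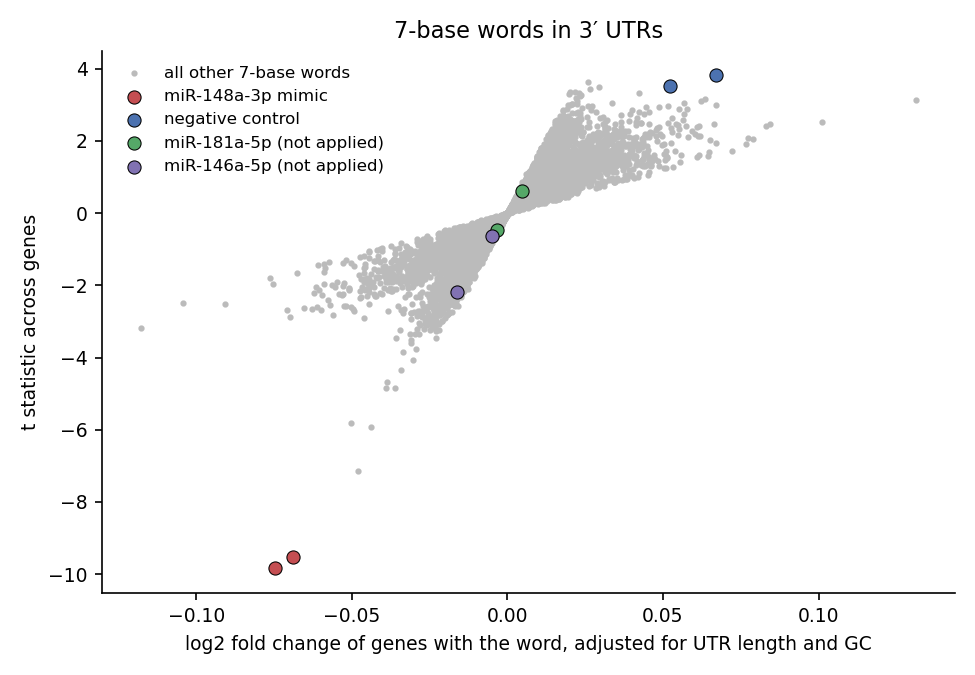
The t statistic across genes (vertical axis) against the log2 difference of genes holding a 7-base word in the 3 prime UTR, adjusted for UTR length and GC content (horizontal axis), for 16236 words; coloured points are matches to the 4 oligonucleotides. The matches to the mimic have t of -9.84 and -9.52, and those to the negative control 3.82 and 3.53.

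Predicted miR-148a-3p targets listed by the study shifted in the same direction. Of 645 listed genes 604 were tested, and their median log2 fold change was -0.066, against -0.0099 for all other genes (difference -0.056, camera p = 8.99e-05, as large in 3 of 100 permutations of the group labels), lower than the control mean in 6 of 6 mimic libraries. The p was 0.000971 with fry and 0.0966 with an estimated inter-gene correlation. Of the 604 tested targets, 559 had a seed site for the mimic, with a median log2 fold change of -0.073. The median of the targets without a site was -0.026. The targets are thus largely genes already in the seed comparison, and their shift is not independent of it. They were not matched to the other genes on UTR length or GC content. Of the 604 genes, 160 were called lower and 55 higher over all genes tested, and 188 and 60 when adjusted over the list alone. The 21 candidate targets, a list of genes held to be miR-148a-3p targets together with genes the study followed in mice given microRNA inhibitors, did not pass the camera threshold (difference -0.072, adjusted p = 0.754, lower in 3 of 6 mimic libraries), although a median difference as large appeared in 1 of 100 permutations of the group labels, the real grouping. Without control replicate 1 the difference was -0.042 and the direction of the camera statistic reversed (adjusted p = 0.919). Abca1, with 3 seed sites, decreased most, from 159 ± 9.62 to 123 ± 12.9 CPM (SD, n = 6 each; log2 fold change -0.37, SE 0.062, edgeR adjusted p = 0.000276). Aff2, S1pr1, Cand1 and Cadm3 were lower as well, with log2 fold changes of -0.22, -0.14, -0.12 and -0.11. Slc6a11, Ppargc1a, Bcl2l11 and Camk2a were higher, by 0.35, 0.30, 0.29 and 0.18, and Bcl2l11 carries 4 sites. Dnmt1 changed by -0.083 (SE 0.041, edgeR adjusted p = 0.166). The list had 5 higher and 8 lower genes when adjusted over the list alone.

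Of 17 gene lists, 10 shifted at an adjusted camera p under 0.05. This count depends on the correlation set in the test. With an estimated inter-gene correlation the cell cycle (adjusted p = 9.06e-05) and antigen presentation lists (adjusted p = 0.0397) remained, and with fry all 10 passed together with the synapse, endothelial cell and endoplasmic reticulum stress lists. In 39 other splits of the 12 libraries into groups of 6 with 3 control libraries in each, the same camera test called a median of 2 and up to 9 lists, so the adjusted camera p-values below overstate the evidence. The direction of each list is given. With it comes the number of mimic libraries whose mean list level lay on that side of the control mean. The groups can still overlap where 6 of 6 did so. They overlapped for the neuronal activity, oligodendrocyte lineage, multiciliated ependymal cell, interneuron, endothelial cell and endoplasmic reticulum stress lists. On the log2 scale, relative to all libraries, control replicate 1 lay at 0.16 on neuronal activity, and the mimic libraries ran from -0.026 to 0.21.

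The cell cycle list rose by 0.96 relative to other genes (adjusted p = 1.21e-123) in 6 of 6 mimic libraries. Of its 40 genes 39 were called higher and none lower, with the same counts when adjusted over the list alone and at an unadjusted p under 0.05. At the top were Ccnb1 and Birc5, the latter with a log2 fold change of 1.24 (SE 0.066, edgeR adjusted p = 1.09e-09). The astrocyte list rose by 0.25 (adjusted p = 1.02e-06) in 6 of 6 libraries. Its members moved apart: 11 were higher and 2 lower (11 and 3 adjusted over the list alone), with Slc1a3 up by 0.99 and Glul by 0.74 while Gfap changed by -0.90. The oligodendrocyte lineage list rose by 0.24 (adjusted p = 0.00136) in 6 of 6 libraries, with 8 genes higher and 1 lower (10 and 1 adjusted over the list alone), led by Olig1 (0.96) and Olig2 (0.71). The neuronal activity list rose by 0.23 (adjusted p = 0.0183) in 6 of 6 libraries, with 8 genes higher and 3 lower (8 and 3 adjusted over the list alone), led by Btg2 (0.81) and Arc (0.59). Its difference was 0.22 with an adjusted p of 0.0521 without mimic replicate 3; the adjusted p ran from 0.000727 to 0.0521 when each library was left out in turn.

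The interferon-stimulated list changed by -0.68 (adjusted p = 1.60e-08) and the antigen presentation list by -0.40 (adjusted p = 1.62e-12), each in 6 of 6 mimic libraries. Over the members with a mean of at least 100 counts the changes were -0.48 and -0.23. In the first, 21 genes were lower and 1 higher (22 and 2 adjusted over the list alone), with Gbp2 at -1.57 and Cxcl10 at -0.93. In the second, 16 of 21 were lower and none higher (16 and 0 adjusted over the list alone and at an unadjusted p under 0.05). Nlrc5 went from 8.81 ± 0.314 to 4.40 ± 0.441 CPM (SD, n = 6 each) and H2-K1 had a log2 fold change of -0.82. H2-K1 and Gbp2 belong to families of similar genes, among which the counting can split reads, and exons of Cxcl10 (102.5 counts on average) overlap those of Art3 on the opposite strand (15.2 counts). The mesenchymal cell and extracellular matrix list changed by -0.30 (adjusted p = 3.66e-05), with 15 genes lower and 2 higher (15 and 2 adjusted over the list alone), Acta2 at -2.86 and Tagln at -1.74; in Acta2 the groups overlapped, since control replicate 1 had 6.01 CPM and mimic replicate 5 had 6.41 CPM. The multiciliated ependymal cell list changed by -0.27 (adjusted p = 2.46e-07), with 17 genes lower and none higher (22 and 0 adjusted over the list alone, 23 and 0 at an unadjusted p under 0.05), Cfap52 at -0.48 and Dnah6 at -0.44. The neuron list changed by -0.12 (adjusted p = 0.00270), with 10 genes lower and 1 higher (11 and 1 adjusted over the list alone), Tubb3 at -0.32 and Neurod2 at -0.27. The oxidative stress list changed by -0.084 (adjusted p = 0.00136), with 10 genes lower and 1 higher (11 and 1 adjusted over the list alone), Mt2 at -0.51 and Hmox1 at -0.45. These 4 lists were lower in 6 of 6 mimic libraries.

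**Figure D5:**
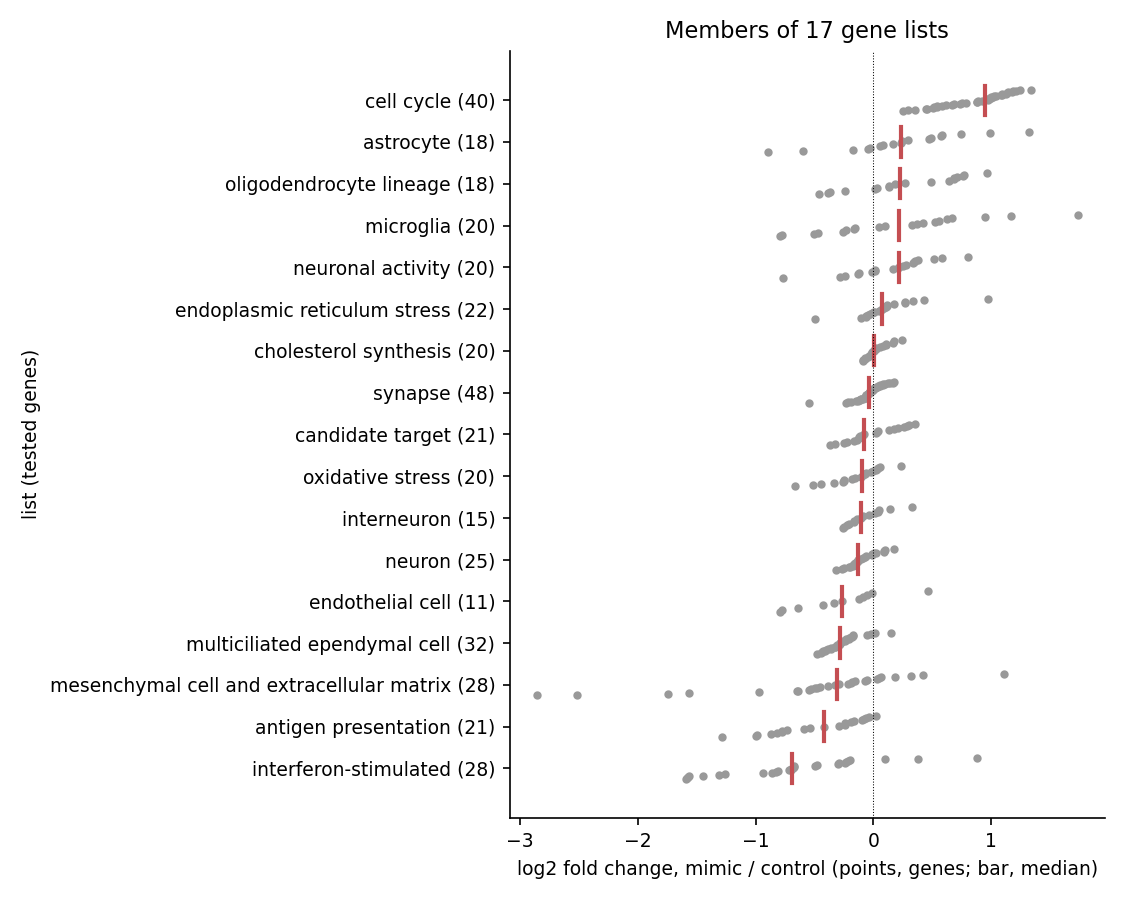
Log2 fold change of mimic over control (horizontal axis) for the tested members of 17 gene lists (vertical axis, number of tested genes in parentheses); grey points are genes and red bars are medians. The cell cycle list has a median of 0.95 and the interferon-stimulated list one of -0.69, while members of the astrocyte list run from -0.90 to 1.32.

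The other lists did not pass the threshold. The synapse list changed by -0.021 (adjusted p = 0.220, lower in 5 of 6 mimic libraries), with 3 genes higher and 7 lower over all genes and over the list alone. The endoplasmic reticulum stress list changed by 0.084 (adjusted p = 0.0714, higher in 6 of 6; it passed without control replicate 1, control replicate 2 or mimic replicate 5, at 0.0226, 0.0441 and 0.0424), the endothelial cell list by -0.25 (adjusted p = 0.153, lower in 6 of 6), the interneuron list by -0.096 (adjusted p = 0.409, lower in 6 of 6) and the cholesterol synthesis list by 0.021 (adjusted p = 0.507, higher in 4 of 6). In the fits without 1 library, the cholesterol synthesis list ran from 0.012 without mimic replicate 6 to 0.045 without control replicate 1, and the synapse list from -0.030 without control replicate 2 to -0.012 without control replicate 6, and neither passed. Adjusted over the list alone, the higher and lower genes numbered 8 and 2 for endoplasmic reticulum stress, 0 and 1 for endothelial cell, 2 and 4 for interneuron and 3 and 0 for cholesterol synthesis; over all genes they were 8 and 1, 0 and 2, 2 and 2, and 3 and 0. At an unadjusted p under 0.05, 1 endothelial cell gene was higher and 4 were lower, and 5 cholesterol synthesis genes were higher and 0 lower. The microglia list had a median difference of 0.23 with a camera statistic in the lower direction (adjusted p = 0.409, lower in 4 of 6 mimic libraries), and without mimic replicate 2 the median difference was -0.21. In this list 3 genes were lower and none higher, over all genes and over the list alone (4 and 0 at an unadjusted p under 0.05). Of the cytokine list only Tnf passed the count filter, at a mean of 5.67 counts, and its log2 fold change of 1.57 (SE 0.62) did not pass the threshold (edgeR adjusted p = 0.0873), though it did when adjusted over the list alone, a list of 1 tested gene. Of the 5 sex-linked genes none was called, over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05. Xist changed by 0.025 (SE 0.10, edgeR adjusted p = 0.905) and Ddx3y by 0.21 (SE 0.077, edgeR adjusted p = 0.0614).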

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

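The tests in this part were chosen after the results had been seen. A library was singled out where its gap to the nearest other library of its group took up more of the range of the group than Dixon's critical value for 6 samples allows. Of 82 results tested in both groups, 25 gaps passed that limit, against 8.2 by chance, and 12 of them concerned control replicate 1 and 6 control replicate 2.

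Control replicate 1 lay at 47.03 on principal component 2, where the other control libraries ran from -16.8 to 6.98, and its mean distance to the other control libraries was 0.483 on the log2 scale, against 0.346 to 0.395 for the others. Its interneuron list score was 0.20, its astrocyte list score 0.041 and its endoplasmic reticulum stress score 0.050, each above all other controls. The same library had the highest control levels of Olig1 (594 CPM, others 306 to 339), Cdh20 (18.4 CPM), Arc (17.3 CPM), Neurod2 (50.6 CPM), Slc6a11 (298 CPM) and Usp4 (138 CPM), and the lowest of Dnah6 (16.2 CPM). On the 5150 genes that differed between the groups without this library, it lay at 0.30 on a scale where the other controls are at 0 and the mimic libraries at 1. That position argues against an exchanged label. A mix with a mimic sample would also raise its cell cycle list score, which was -0.50 and within the range of the other controls (-0.50 to -0.34), so this is argued against as well. Its counts followed transcript GC content (Spearman 0.56 across 18787 genes, which are not independent replicates), and those of the other controls did so from -0.51 to 0.42. Removing the trend on GC content and length lowered its distance to 0.435, and the gap was then 0.626 of the range, at the limit itself, so how much of the separation is GC bias cannot be told apart from other differences of the library. With all control libraries thinned to its total count in a single random draw, its distance was still the largest, at 0.491 against 0.402 to 0.419, and 0.693 of its excess over the mean of the others was left, which argues against low depth as the whole cause. The state of that culture stays open and untested, and the design gives no group from which a biological explanation can be tested.

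Control replicate 2 had the highest TMM factor (1.02), the lowest score of the group on principal component 1 (-25.7), the highest on component 3 (20.1), the lowest synapse list score (-0.033), the lowest candidate target score (-0.10) and the highest H2-K1 level (88.9 CPM, others 70.3 to 77.3). On component 1 it lay further from the mimic libraries than any other control. Both of these shallow libraries were left out together to see whether the group difference rested on them. The number of called genes was then 5950, against 3127 to 4675 when any other pair of control libraries was left out, which argues against these libraries as the source of the group difference. What sets control replicate 2 apart was not tested further. With each library's GC and length trend removed, 6033 genes were called, which argues against that trend as the source.

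Mimic replicate 2 lay at 27.4 on principal component 3, was the most distant mimic library (0.370, others 0.334 to 0.345), and had the highest Tnf level (0.808 CPM, others up to 0.265). Its microglia list score was 1.05, against -0.49 to 0.33 in the other mimic libraries. A larger number of microglia in that culture would raise all markers. The 8 members of the list for resting microglia differed from the mean of the other mimic libraries by -0.11, while the other 12 members were higher by 2.21 on the log2 scale. This argues against more microglia as the whole cause, and may reflect activated microglia or another myeloid cell type in 1 culture, which these data do not separate. The design gives no group for this, so no biological explanation was tested.

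Single values remain in the other mimic libraries. Replicate 4 had a mesenchymal and extracellular matrix list score of 0.091, above the others (-0.40 to -0.21). Replicate 5 had the highest Acta2 level (6.41 CPM, others 2.52 to 3.72). Replicate 6 had the highest levels of Glul (561 CPM, others 512 to 530) and Kdm5d (11.1 CPM, others 9.03 to 9.73). Their number is within what chance gives, and no explanation was tested.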

How the results depend on the processing

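The counts of genes stayed within 1.5 times of the reported ones under every alternative except the test against a minimum fold change of 1.2, which called 1035 genes, 683 higher (66.0%) and 352 lower; this follows from the stricter hypothesis, and all of these genes were among the 4182. Scaling by the total count or by relative log expression factors gave a median log2 fold change of all genes of -0.0085 and -0.0091, against -0.012. Across the 12 fits that each left out 1 library, 3494 to 5150 genes were called, 1880 to 2697 higher and 1612 to 2453 lower, with the most genes without control replicate 1. The seed difference ran from -0.045 to -0.033 and that of the predicted targets from -0.062 to -0.044 in these fits. The targets, a single comparison, passed in each. The seed difference, with p adjusted over the 8 seed comparisons, passed in all but the fit without control replicate 5 (-0.033, adjusted p = 0.0586, with adjusted p-values from 0.000104 to 0.0854 over its alternatives); the cause was not tested.

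With a mean of at least 100 counts required, the antigen presentation list changed by -0.23 (16 of 21 genes, adjusted p = 9.76e-07) and the interferon-stimulated list by -0.48 (12 of 28 genes, adjusted p = 0.000531); both still passed, and the test then holds fewer members by construction. Set tests depended on the inter-gene correlation. With an estimated correlation the seed difference (-0.037, adjusted p = 0.0854), the predicted targets (-0.056, p = 0.0966) and the lists for neuron (-0.12), astrocyte (0.25), oligodendrocyte lineage (0.24), multiciliated ependymal cell (-0.27), mesenchymal cell and extracellular matrix (-0.30), interferon-stimulated (-0.68), oxidative stress (-0.084) and neuronal activity (0.23) no longer passed, since this test allows for correlated members. With fry, which has no competitive comparison with other genes, the synapse (-0.021), endothelial cell (-0.25) and endoplasmic reticulum stress (0.084) lists passed in addition. The endoplasmic reticulum stress list also passed with GC and length offsets (0.075, adjusted p = 0.0251, with adjusted p-values from 0.00735 to 0.477 over its alternatives); the cause was not tested. Leaving out each library in turn, a choice made for the lists after the data had been seen, gave 0.066 to 0.092 for the endoplasmic reticulum stress list, which passed without control replicate 1 (0.086), control replicate 2 (0.092) or mimic replicate 5 (0.084), 0.18 to 0.28 for neuronal activity, which failed without mimic replicate 3 (0.22), and -0.080 to -0.042 for the candidate targets, whose camera direction reversed without control replicate 1 at an adjusted p of 0.919. The microglia list ran from -0.21, without mimic replicate 2, to 0.27. The causes of these changes were not tested.

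Same-numbered control and mimic samples did not deviate together (correlations from -0.038 to 0.093 over 18847 genes), so these values give no sign that the numbers pair them. Samples of different numbers were not compared, so a weak pairing cannot be told apart from none. A fit with the replicate block called 3659 genes, 1950 higher and 1709 lower, and gave a seed difference of -0.038 with an adjusted p of 0.0523. Of 164 comparisons of named genes with alternatives, 159 kept their direction and side of the threshold, 2 lost significance and 3 gained it; Cadm3 and Cand1 lost and Tnf gained it with the block, and Cdkn1b and Ddx3y gained it with DESeq2. Whether the low depth of control replicates 1 and 2 limits the precision of low genes was not tested. For Tnf the SD was larger in mimic (0.271 CPM), where replicate 2 had 0.808 CPM, than in control (0.0712 CPM).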

Other observations

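The tests of reactive astrocyte and actin genes, of the share of astrocytes, of dividing cell types and of lower genes without a seed match, the choice of the multiciliated in place of the mesenchymal list for the share of neurons, and the counts of splits other than that for called genes, were made after the results had been seen.

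Of 100 splits of the 12 libraries into groups of 6, the real one included and drawn from 462, 1 gave as many as 4182 called genes, namely the real split; the largest count in another split was 1. The seed difference was as large in 1 split (0.035 in the next), and the difference of predicted targets in 3. The number of lists called by camera was as large in 11 splits. The other 10 of these splits had 4 or 5 control libraries in 1 of the groups and so kept part of the real contrast, which makes them no reference for unchanged groups. In the 39 splits with 3 control libraries in each group a median of 2 lists and at most 9 were called, against 10 in the real split. Taken list by list, a median difference as large appeared in 1 split each for neuron, astrocyte, multiciliated ependymal cell, cell cycle, interferon-stimulated, antigen presentation and neuronal activity, in 2 for mesenchymal cell and extracellular matrix, and in 4 each for oligodendrocyte lineage and oxidative stress. Where a split other than the real one was as large for these lists or the predicted targets, it had 4 or 5 control libraries in 1 of the groups. Such counts are thus no reference for unchanged groups either. Of the lists that did not pass with camera, the interneuron, endoplasmic reticulum stress and candidate target lists had a median difference as large in 1 split each, the endothelial cell list in 2, the synapse list in 10, the cholesterol synthesis list in 35 and the microglia list in 78.

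Genes with a site for the mimic fell by 0.053 against matched genes without, and genes with a site for the negative control were higher by 0.051; each difference was as large in 1 of 100 splits. A candidate explanation for the second is that the negative control represses its own seed matches in the control arm, so that these genes appear higher in mimic. The 2 matches of the negative control ranked at positions 1 and 3 of 16236 words on the higher side. Bias of the arms by UTR length or GC content is argued against, since the difference for the mimic seed held among matched genes (camera p = 0.00129, adjusted p = 0.00515 over the 8 seeds, as large in 1 of 100 permutations of the group labels). For the negative control the camera p among matched genes was 0.0179 after adjustment over 7- and 8-base sites and 0.0640 over 8-base sites alone, where the difference was 0.061 and 0.090 against matched genes. With an estimated inter-gene correlation, neither seed passed after adjustment, with adjusted p-values of 0.0854 for the mimic and 0.105 for the negative control over 7- and 8-base sites, and 0.0669 for both over 8-base sites alone. This stays a hypothesis, since it assumes that the listed sequence was used and there is no untreated arm. Of the genes called lower with a 3 prime UTR, 66.6% have no 7- or 8-base site for the mimic and 52.3% have no 6-base match to its bases 2 to 7 either (higher genes 63.4%, all tested genes 62.4%). For these 995 genes, repression through a match to bases 2 to 7, or a longer match containing it, in the searched 3 prime UTR is argued against. Other 6-base matches to the mimic were not searched for, and sites in coding sequence and effects downstream of the targets were not tested.

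The lower interferon-stimulated genes (-0.68) moved with the antigen presentation list, which is consistent with a difference in interferon signalling between the arms. Rsad2, an interferon-stimulated gene chosen here after its value was seen, went the other way, with a log2 fold change of 0.88 (edgeR adjusted p = 3.11e-06). There is no untreated arm in these samples, so a lower level with the mimic and a higher level with the negative control give the same difference.

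A lower share of neurons in the mimic cultures would raise the other cell types alike. The astrocyte list instead rose and the multiciliated ependymal cell list fell, each in 6 of 6 mimic libraries, with a difference of 0.52 between them, which argues against it as the whole cause. A higher share of astrocytes is argued against as the whole cause of the astrocyte list, because of the 14 members with at least 1000 counts 9 were higher, 1 was lower and 4 were not called, with Gfap at -0.90 and Slc1a3 at 0.99. This pattern led to a list of 35 tested genes of reactive astrocytes. Without the members among the 100 genes with the lowest log2 fold change, the remaining 27 still differed by -0.31 (camera p = 9.09e-06, fry p = 0.00103, estimated correlation p = 0.0970). Of the 35 genes 7 are also in the other lists, and the 28 that are not had a median log2 fold change of -0.42, with 16 lower and 4 higher. Lower reactive transcripts in the mimic arm may thus be part of the genes called lower, as a hypothesis found and tested on the same data. The list of actin cytoskeleton and serum response genes differed by -0.20 over 26 genes and by -0.076 over the 19 that remained. The cell cycle list rose by a median of 359 counts per gene. The median endothelial gene had 19.9 counts, which argues against division of endothelial cells as the source; Kdr (1442 counts) and Egfl7 (283 counts) were the abundant exceptions, and 10 of the 11 endothelial genes had a log2 fold change below 0, Kdr at -0.64. The mesenchymal list changed by -0.30, but it holds contractile and matrix genes that do not measure the number of these cells, so division of mesenchymal cells cannot be told apart from that of astrocytes or oligodendrocyte precursors.

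Differences between the arms that the labels do not describe stay open. The Y-linked share of counts did not separate the arms (exact permutation p = 0.0714), but pools of several embryos have similar sex ratios, so different pools of embryos cannot be told apart from the treatment. The cholesterol synthesis list, a readout of lipid load, did not pass the threshold (camera p = 0.477, as large in 35 of 100 permutations), and with members from -0.091 to 0.24 around a median near 0 a difference in nanoparticle uptake cannot be told apart from none.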
